A study of Arabidopsis thaliana with 23 samples. Its data were reported in "ZMP recruits and excludes Pol IV–mediated DNA methylation in a site-specific manner" (2022).

How the data were processed

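Small RNAs were profiled by sequencing from total RNA of Arabidopsis inflorescences (ecotype Col-0). The 23 libraries cover 6 genotypes in 2 sequencing batches named in the labels. Batch A holds 11 libraries: WT (3), *zmp-2* (3), *nrpd1-3* (2) and *zmp-2* carrying a *ZMP-YFP* transgene (3). Batch B holds 12 libraries: WT (3), *zmp-2* (3), *zmp-2 nrpd1-3* (3) and *zmp-2 shh1-1* (3). Groups and replicate numbers were taken from the labels.

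The deposited files give, for each library, the number of reads of 21, 22, 23 and 24 nt in each 100-bp window of the genome. According to the study's methods, adapters were trimmed with a script written for the purpose, and reads matching rRNA, tRNA and small nucleolar RNA sequences were found with Bowtie and set aside, with hits to 45S rRNA counted. The remaining reads were mapped to TAIR10 with ShortStack without mismatches, with reads that match several places assigned by the density of uniquely mapped reads nearby, and each read was given to the window that holds its 5′ end. The authors deposited the counts as whole numbers that were not normalized. The authors also deposited RPM values, which were found to be the counts times 1 factor per library, relative to reads of all lengths mapped to the genome. A further deposited score, RPMR, is the count per M (mega) 45S rRNA reads, and it was likewise the count times 1 factor per library. The number of 45S rRNA reads in each library was computed from that factor. Windows without reads are not listed and were taken as 0. Reads from repeats can be assigned to any of several copies, and the 45S scaling makes every level depend on how much rRNA fragment entered the library, so both were examined as sources of error.

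Differential small RNA regions (DSRs) were called per window with edgeR (version 4.0.16, in R version 4.3.3) using glmQLFit and glmQLFTest with trended dispersion. The library size in the model was the number of 45S rRNA reads. Windows with at least 10 counts summed over the libraries of the fit were tested. A window was a hypo-DSR or a hyper-DSR at a fold change of at least 2 and a Benjamini-Hochberg false discovery rate (FDR) of at most 0.05, the cutoffs that the study's methods name. Each fit held the libraries of the groups compared, within a batch. A further fit took the WT and *zmp-2* libraries of both batches with batch as a covariate, and another added the interaction of genotype with batch, called on the FDR alone. The procedure was tested on simulated counts made from real WT window means and library sizes, in 50000 windows of which 200 were changed by known folds. It recovered 194 of these 200, with 4 false calls. The changed windows all had ample expected counts and folds well above the cutoff, and every window had the same dispersion. Windows with few WT reads were left out. Recovery of low-count windows, of folds near 2 and of hyper-DSRs almost absent in WT was thus not tested.

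Abundance over a set of windows was the mean RPMR per window in each library, and for each test the set was called in the batch that was not measured. Groups were compared by an exact two-sided permutation test on log2 of these means, and 3 libraries against 3 cannot give a p below 0.1. The share of 24-nt reads was taken among reads of 21 to 24 nt and tested in the same way. Depth differed widely. Libraries held from 0.532 to 8.35 M reads of 21 to 24 nt, from 0.0696 to 5.07 M of which were 24 nt, and from 0.247 to 7.72 M 45S rRNA reads. A fold against a group whose libraries all hold at most 3 counts was computed against that floor and is given as a lower bound. Floors of this kind cover counting error alone, since reads without molecular identifiers are not independent molecules.

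Coordinates are those of the files (TAIR10). The chromosome lengths of the RefSeq annotation used for gene models, TAIR10.1, fit the files. Transposable element names and classes were not analysed here. Pericentromeric regions were the unbroken run of 100-kb bins around the bin with the lowest coding coverage, smoothed over 11 bins, where coverage stayed below 0.5 of the chromosome median. Positions were compared with 10000 random draws of as many tested windows, matched on mean abundance in 20 bins. Windows were drawn singly although called windows lie in clusters, so counts of draws may overstate how rare a share is. A window counted as uniquely mappable when at least 90% of its 24-mers occur once in the genome. Python version 3.11.15, numpy version 2.4.6, pandas version 2.3.3, scipy version 1.17.1 and matplotlib version 3.10.9 were used for these steps.

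The rules for naming loci, the comparisons and the alternatives were chosen before the data were examined. The named loci were the genes mutated in the study, the loci it shows as examples that could be placed, and for each direction the 3 loci with the smallest FDR in batch A that were also called in batch B and did not overlap between WT and *zmp-2* in either batch. Called windows no more than 200 bp apart formed 1 locus.

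The alternatives were scaling by TMM, by the total count of 21 to 24 nt, or by the 21-nt count in the 887 windows that overlap annotated miRNA genes; no count filter or a minimum of 30 counts; the edgeR exact test; DESeq2 (version 1.42.0) with its size factors; all groups of a batch in the fit; a replicate block; an FDR of at most 0.01; and leaving out each replicate in turn. The replicate numbers used for the block come from the labels, and the plants behind them were different in each genotype.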

Results

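Small RNA profiles of Arabidopsis inflorescences were compared between WT and plants lacking ZMP, a protein reported to interact with RNA polymerase IV (Pol IV), the polymerase that makes the precursors of most 24-nt siRNAs. *zmp-2* is an insertion allele of *ZMP*. *nrpd1-3* disrupts *NRPD1*, the largest Pol IV subunit, and *shh1-1* disrupts *SHH1*, which encodes a factor that brings Pol IV to chromatin. In the *zmp-2 ZMP-YFP* line a tagged copy of *ZMP* was put back into the mutant. In batch A, the total of 21- to 24-nt reads (M, mega) averaged 4.49 M ± 0.622 in WT, 6.54 M ± 2.47 in *zmp-2* and 5.17 M ± 2.41 in *zmp-2 ZMP-YFP* (SD, n = 3 each), and 1.49 M ± 0.452 in *nrpd1-3* (SD, n = 2). The totals in batch B averaged 3.64 M ± 0.845 in WT, 2.52 M ± 0.673 in *zmp-2*, 3.12 M ± 0.246 in *zmp-2 shh1-1* and 0.546 M ± 0.0235 in *zmp-2 nrpd1-3* (SD, n = 3 each). Replicates of a group had correlations of log2 counts between 0.822 and 0.963 across windows, which are not independent replicates.

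Apart from *ZMP* in replicate 1 of *zmp-2 ZMP-YFP*, the mutated genes themselves gave few 24-nt reads, so they say little about the labels. Transcripts were not analysed here. At *ZMP* (AT5G63700, chromosome 5, 25493707 to 25497764, minus strand), each WT library of either batch held at most 1 24-nt read. The *zmp-2* libraries held from 2 to 6 in batch A and from 1 to 3 in batch B. In *zmp-2 ZMP-YFP*, replicate 1 held 793, replicate 2 held 9 and replicate 3 held 5. The *zmp-2 nrpd1-3* libraries held at most 1, the *zmp-2 shh1-1* libraries at most 3 and the *nrpd1-3* libraries at most 1. At *NRPD1* (AT1G63020, chromosome 1, 23354685 to 23362589) no library held more than 5 reads, the highest being in *nrpd1-3*, *zmp-2* and *zmp-2 shh1-1*. At *SHH1* (AT1G15215, chromosome 1, 5238044 to 5240051) no library held more than 3.

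The size distribution was examined first, since it needs no scaling between libraries. In batch A, 24-nt reads made up 62.8% ± 0.184 of reads in WT, 61.5% ± 0.793 in *zmp-2* and 60.7% ± 1.44 in *zmp-2 ZMP-YFP* (SD, n = 3 each), against 12.9% ± 0.569 in *nrpd1-3* (SD, n = 2). The difference between *zmp-2* and WT was -1.27 percentage points, with no overlap between the groups (exact two-sided permutation test, p = 0.1, the smallest possible, and 0.15 after Benjamini-Hochberg adjustment over 6 comparisons). The *zmp-2 ZMP-YFP* line, with *ZMP* put back, also lay below WT without overlap, by -2.04 points (exact permutation p = 0.1, 0.15 after adjustment), so the drop cannot be assigned to the loss of ZMP. The drop in *zmp-2* did not recur in batch B, where the share was 60.5% ± 0.654 in WT and 60.6% ± 0.970 in *zmp-2* (SD, n = 3 each; exact permutation p = 0.9). In *zmp-2 nrpd1-3* the share was 13.6% ± 0.443 and in *zmp-2 shh1-1* it was 54.0% ± 1.37 (SD, n = 3 each), and neither overlapped *zmp-2* (exact permutation p = 0.1 each, the smallest possible). For *nrpd1-3* against WT the exact test cannot go below 0.2, which is the value it gave. Counting 24-nt against 21-nt reads alone moved the *nrpd1-3* difference most, from -49.9 to -65.9 points, and turned the small batch B difference between *zmp-2* and WT from 0.127 to -0.137.

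**Figure D1:**
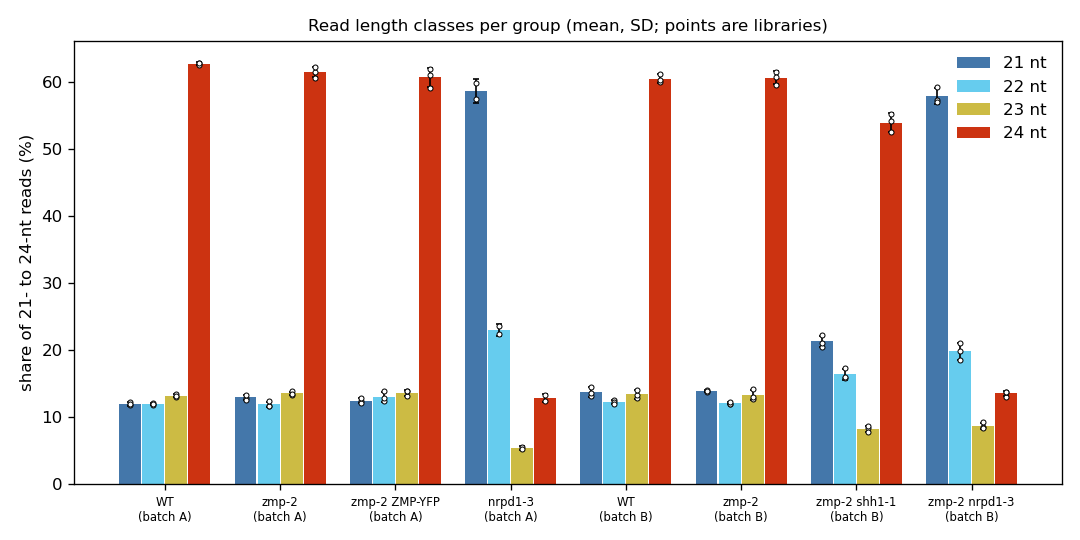
Share of 21-, 22-, 23- and 24-nt reads (percent of reads of 21 to 24 nt) in each of the 8 groups, with bars for the group mean, error bars for the SD and points for libraries. The 24-nt share sits near 60.6% in *zmp-2* of batch B and drops to 12.9% and 13.6% in the groups that carry *nrpd1-3*.

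Windows that depend on Pol IV were defined by comparing *nrpd1-3* with WT. Of 81451 windows tested for 24-nt reads, 80407 were hypo-DSRs and 77 were hyper-DSRs (edgeR quasi-likelihood test, Benjamini-Hochberg FDR of at most 0.05). Scaling by miRNA windows gave 80284 and 124, and total-count scaling gave 54089 and 1103. DESeq2 and TMM, whose factors come from the tested windows themselves, moved the count most. DESeq2 gave 913 hypo-DSRs and 1903 hyper-DSRs (67.6% hyper), and TMM gave 3947 and 1332 (25.2% hyper, against 0.0957% under rRNA scaling). The median log2 fold change of tested windows was 0.31 with DESeq2, but -4.61 under TMM and -5.00 under total-count scaling. Centring on the tested windows thus cannot account for the drop under TMM.

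*zmp-2* was then compared with WT to ask whether ZMP acts at single loci. In batch A, 9021 hypo-DSRs and 3692 hyper-DSRs were called among 149021 windows tested, so that 29.0% of calls were hyper-DSRs. Scaling by the total count moved this split most, to 7220 hypo-DSRs and 6781 hyper-DSRs (48.4% hyper). In batch B, 6059 hypo-DSRs and 1800 hyper-DSRs were called among 99044 windows (22.9% hyper), and the share was 40.6% under total-count scaling and 44.1% under miRNA scaling. The median log2 fold change of all tested windows was 0.08 in batch A and -0.10 in batch B under rRNA scaling, and 0.37 and 0.21 under total-count scaling. A fit over both batches gave 11262 hypo-DSRs and 5936 hyper-DSRs among 176929 windows (34.5% hyper, against 55.2% under total-count and 46.4% under miRNA scaling). Of the batch A hypo-DSRs, 8607 were tested in batch B, 98.4% of these were lower in *zmp-2* there, and 5097 were called again. Of the batch A hyper-DSRs, 2865 were tested in batch B, 91.8% were higher there, and 1139 were called again. The difference in the *zmp-2* effect between batches was itself tested, and the interaction passed the FDR in 79 windows, with an effect more negative in batch B in 47 of them and more positive in 32.

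Reads of other lengths changed as well. For 21, 22 and 23 nt, batch A had 3246, 5004 and 4500 hypo-DSRs, and 671, 1401 and 1131 hyper-DSRs. Batch B had 1803, 3532 and 3230 hypo-DSRs, and 292, 508 and 554 hyper-DSRs. In windows that overlap miRNA genes, 21-nt reads gave 9 hypo-DSRs and 6 hyper-DSRs among 399 tested in batch A, and 22 and 6 among 330 in batch B. The direction depended on the scaling, with 5 and 17 in batch A under TMM and 5 and 15 by total count, and with 10 and 20 in batch B by total count and 8 and 22 by miRNA windows. Of the alternatives, DESeq2 moved the 21-nt hypo-DSRs of batch A most, to 1454.

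The *ZMP-YFP* line addresses whether the changes follow *ZMP*. Against WT, it had 557 hypo-DSRs and 164 hyper-DSRs among 123469 windows (22.7% hyper). The split depended on the scaling, with 269 hypo-DSRs and 280 hyper-DSRs under TMM, and 50.8% hyper under DESeq2, 46.2% under total-count and 42.1% under miRNA scaling, and without a count filter the calls rose to 1607 and 520. Against *zmp-2*, 6542 windows were lower and 6033 higher in the transgenic line (48.0% higher), against 66.3% higher under TMM, 63.9% under miRNA scaling and 76.6% under DESeq2. At the batch A hypo-DSRs, 5335 windows were called higher than in *zmp-2*, and at the batch A hyper-DSRs 2373 were called lower, though both sets share the *zmp-2* libraries with this comparison. Windows called in batch B are free of that link. At the batch B hypo-DSRs, abundance in batch A was 125 RPMR per window ± 5.82 in *zmp-2* and 343 ± 28.2 in *zmp-2 ZMP-YFP* (SD, n = 3 each), a log2 ratio of 1.45. At the batch B hyper-DSRs it was 193 ± 24.4 and 59.0 ± 21.2 (SD, n = 3 each), a log2 ratio of -1.76. Neither pair of groups overlapped (exact two-sided permutation test, p = 0.1 each, the smallest possible, and 0.114 after adjustment over 8 comparisons). At the batch B hypo-DSRs, the WT libraries of batch A had 462 to 524 RPMR per window, above every *zmp-2 ZMP-YFP* library. The return was thus not full under rRNA scaling. Against WT, the median log2 fold change of these windows in *zmp-2 ZMP-YFP* was -0.50, beside -0.36 over all tested windows.

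The need for Pol IV in *zmp-2* was examined in the double mutant. Against *zmp-2*, *zmp-2 nrpd1-3* had 57218 hypo-DSRs and 14 hyper-DSRs among 57939 windows. All 2550 of the batch A hyper-DSRs tested in this comparison were called lower. At the batch A hypo-DSRs, abundance in batch B was 134 RPMR per window ± 28.0 in WT, 40.0 ± 6.47 in *zmp-2* and 0.0275 ± 0.0123 in *zmp-2 nrpd1-3* (SD, n = 3 each). At the batch A hyper-DSRs it was 17.0 ± 3.55, 50.9 ± 9.95 and 0.00618 ± 0.00346 (SD, n = 3 each). The log2 ratio of *zmp-2* to WT was -1.74 at the hypo-DSRs and 1.58 at the hyper-DSRs, and that of *zmp-2 nrpd1-3* to WT was -12.31 and -11.54. None of these groups overlapped (exact two-sided permutation test, p = 0.1 each, the smallest possible). The size of the drop depends on the scaling, since *zmp-2 nrpd1-3* held 6.67 M 45S rRNA reads ± 0.911 against 0.438 M ± 0.0469 in *zmp-2* (SD, n = 3 each). Under total-count scaling the log2 ratios of *zmp-2 nrpd1-3* to WT were -5.88 and -5.10.

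Whether the siRNAs of *zmp-2* need SHH1 was asked with *zmp-2 shh1-1*. Against *zmp-2*, 29286 windows were hypo-DSRs and 301 were hyper-DSRs among 101166 (1.02% hyper). This split moved to 18984 and 5592 (22.8% hyper) under total-count scaling and to 21.8% hyper under TMM, and the median log2 fold change of all windows moved from -1.004 to 0.05 under total-count scaling. At the batch A hypo-DSRs, *zmp-2 shh1-1* had 27.6 RPMR per window ± 9.02 (SD, n = 3), which overlapped *zmp-2* (log2 ratio -0.58, exact permutation p = 0.2, smallest possible 0.1). At the batch A hyper-DSRs it had 27.0 ± 7.54 (SD, n = 3), below every *zmp-2* library (log2 ratio -0.93, exact permutation p = 0.1, the smallest possible). Scaling by miRNA windows kept both directions, at -0.39 and -0.75, while total-count scaling reversed them, to 0.51 and 0.16. The direction in *zmp-2 shh1-1* thus held under rRNA and miRNA scaling and not under total-count scaling. Relative to the median of all tested windows under rRNA scaling, the median log2 change was 0.64 higher at the hypo-DSRs and 0.47 higher at the hyper-DSRs.

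**Figure D2:**
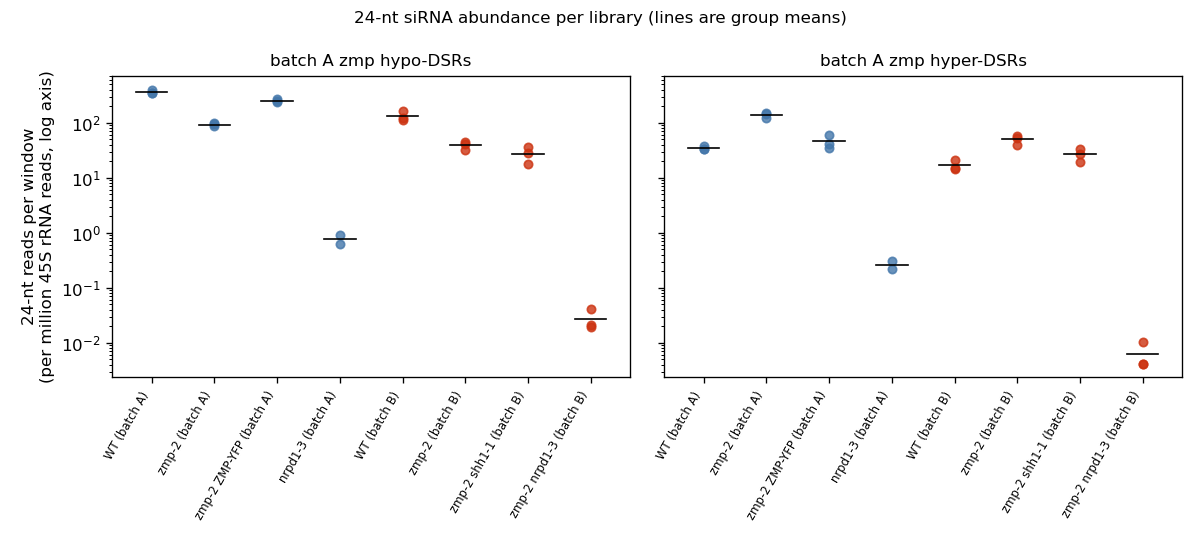
Abundance of 24-nt reads (reads per M 45S rRNA reads per window, log axis) at the batch A *zmp* hypo-DSRs (left) and hyper-DSRs (right) in each library, with lines for group means and colours for the batch. The groups of batch A called on these windows are shown for completeness. In batch B, *zmp-2* has a mean of 40.0 at the hypo-DSRs and 50.9 at the hyper-DSRs, and *zmp-2 nrpd1-3* has 0.0275 and 0.00618.

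The overlap of the calls with Pol IV-dependent windows was counted. Of the batch A hypo-DSRs, 9019 of 9021 (99.98%) were also *nrpd1* hypo-DSRs, and of the hyper-DSRs 1489 of 3692 (40.3%) were, beside 54.0% of all windows tested. The other 2203 hyper-DSRs were not. Counting an *nrpd1* hypo-DSR within 1 window on either side moved the share of hyper-DSRs most, to 55.4%. The hyper-DSRs with enough reads to be tested in the *nrpd1-3* comparison numbered 1494, so most of those outside the overlap were not tested there. All 9021 hypo-DSRs were tested there. Of all windows tested in that comparison, 98.7% were *nrpd1* hypo-DSRs, and 99.7% of the tested hyper-DSRs were. The overlap thus mostly reflects which windows could be tested, and does not set the 2 directions apart.

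The positions of the calls differed by direction. Of the hypo-DSRs on the nuclear chromosomes, 52.0% were pericentromeric, against a mean of 41.1% in draws matched on abundance, and 0 of 10000 draws were as high. Of the hyper-DSRs, 41.1% were pericentromeric against 47.8% in matched draws, and 0 of 10000 draws were as low. With a looser limit, at 0.75 of the median coding coverage, the shares were 67.9% and 50.3%, and the matched shares were 55.4% and 61.7%. Protein-coding genes held 985 of 8995 hypo-DSRs (10.8% in matched draws) and 17.2% of hyper-DSRs (9.94%). Coding sequence held 9.67% of hyper-DSRs (5.06% in matched draws), UTRs 4.93% (1.82%) and introns 3.77% (4.36%). Of hypo-DSRs these held 6.57% (5.53%, with 0 of 10000 draws as high), 1.11% (2.06%) and 4.47% (4.37%), so an excess in coding sequence may not be specific to hyper-DSRs. The hypo-DSRs formed 2702 loci of up to 60 windows, and the hyper-DSRs 2388 of up to 16. Since the draws ignore this clustering, a small excess with few draws as high is weak evidence. Within genes, 17.7% of hyper-DSRs lay in the first of 10 equal segments of the gene (0 of 10000 matched draws were as high), and 15.5% in the last segment (11.7%, with 33 of 10000 draws as high). In batch B the first segment held 16.1% (10 of 10000 draws as high), and the last segment held 13.5% (2465 of 10000 draws as high). Of hypo-DSRs within genes, the first segment held 11.4% in batch A (10.5% in matched draws, 1801 of 10000 as high). In batch B it held 12.7% of them (10.5%, 236 of 10000 as high), so an excess there is not clearly limited to hyper-DSRs.

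**Figure D3:**
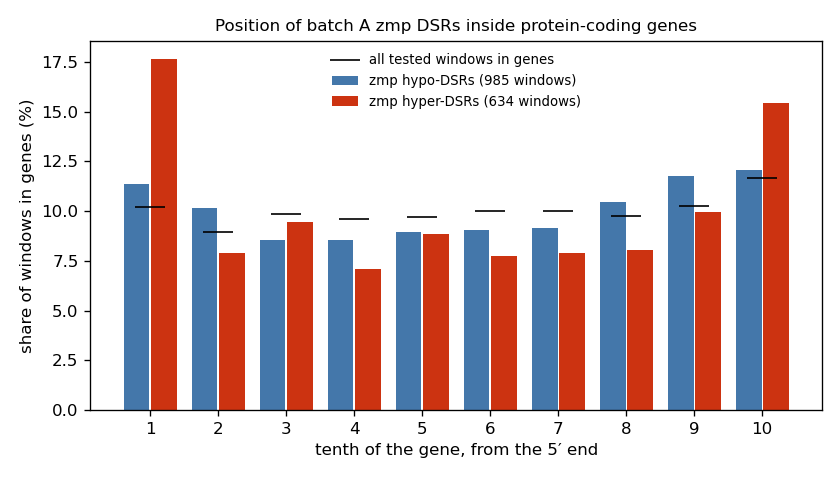
Share of the batch A *zmp* DSRs inside protein-coding genes (percent, vertical axis) that fall in each of 10 equal segments of the gene from its 5′ end (horizontal axis), with bars for 985 hypo-DSRs and 634 hyper-DSRs and marks for all tested windows in genes. The hyper-DSR bar of the first segment, at 17.7%, stands above the mark at 10.2%.

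Among the loci named by rule, the first hypo-DSR lay on chromosome 5 (2656101 to 2656200), in intergenic sequence 280 bp from AT5G08250. It had 1580 RPMR ± 417 in WT of batch A and 4.85 ± 4.33 in *zmp-2*, a log2 fold change of -8.03 (FDR 2.1e-09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was not restored in *zmp-2 ZMP-YFP*, which had 3.46 ± 3.39 and no more than 2 counts in any library (SD, n = 3 each). In batch B it was at least 118-fold lower in *zmp-2* than in WT. The next hypo-DSR locus lay on chromosome 2 (5943501 to 5944600, pericentromeric). Its lowest-FDR window (5944201 to 5944300, intergenic) had a log2 fold change of -4.39 in batch A and -4.43 in batch B. The remaining hypo-DSR locus (chromosome 1, 16364001 to 16366700) has its lowest-FDR window (16365801 to 16365900) in an exon of the noncoding gene AT1G09485. That window had -4.16 and -4.40. In *zmp-2 ZMP-YFP* the levels of these windows were 907 RPMR ± 239 and 1641 ± 343, against 106 ± 0.366 and 143 ± 12.4 in *zmp-2* (SD, n = 3 each). WT of batch A had 2230 ± 276 and 2578 ± 241 (SD, n = 3 each).

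The lowest-FDR windows of the hyper-DSR loci had almost no reads in WT. The window on chromosome 3 (17520401 to 17520500), in an exon of the long noncoding RNA gene AT3G07775, had 1287 RPMR ± 126 in *zmp-2* of batch A, at least 110-fold higher than WT (FDR 1.2e-09, edgeR quasi-likelihood test), and 1027 ± 98.97 in *zmp-2 ZMP-YFP* (SD, n = 3 each). In batch B it had 420 ± 41.8 in *zmp-2* and 1.81 ± 1.06 in *zmp-2 shh1-1* (SD, n = 3 each), where no library held more than 3 counts. The window on chromosome 5 (18065501 to 18065600), in coding sequence of AT5G44770, was at least 130-fold higher in *zmp-2* of batch A, with 1516 ± 222 RPMR, and had 658 ± 228 in *zmp-2 ZMP-YFP* (SD, n = 3 each). In batch B it had 271 ± 27.3 in *zmp-2* and 216 ± 119 in *zmp-2 shh1-1* (SD, n = 3 each). The window on chromosome 5 (8226701 to 8226800), in coding sequence of AT5G24220, was at least 77.0-fold higher, with 900 ± 82.9 RPMR in *zmp-2* and 63.2 ± 39.5 in *zmp-2 ZMP-YFP* (SD, n = 3 each). In batch B it had 128 ± 31.8 in *zmp-2* and 1.54 ± 1.32 in *zmp-2 shh1-1* (SD, n = 3 each).

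Of the loci shown as examples by the study, AT2G20465, AT4G11485, AT3G07775 and AT5G43755 could be placed. In batch A they had 1, 3, 2 and 3 hyper-DSRs and no hypo-DSR. Over the windows of this list alone, 10 of 10 tested windows passed the FDR in batch A, beside 9 when adjusted over all tested windows, and in batch B 7 of 7 passed either way. AT2G20465 had no window with enough reads to be tested in batch B, so those 7 leave it out. AT2G20465 and AT4G11485 come from the study's own small RNA calls on these data, so for them the first count shows no stability. AT3G07775 and AT5G43755 are shown as Pol IV binding sites, called by another assay, with small RNA tracks beside them. Whether those tracks guided the choice is not stated, so the first count is weak evidence for these loci too. AT4G11485 (chromosome 4, 6975051 to 6976014) had 128 RPMR ± 5.45 in *zmp-2* of batch A, at least 10.98-fold higher than WT, and AT5G43755 (chromosome 5, 17582977 to 17583772) had 1251 ± 300, at least 107-fold higher (SD, n = 3 each).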

Values the study reported

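The study reported 94,344 hypo-DSRs for 24-nt siRNAs in *nrpd1-3*. For *zmp-2*, it gave 7263 hypo-DSRs and 3205 hyper-DSRs of this length. It counted 968 of the hyper-DSRs as overlapping siRNA regions that depend on Pol IV, which left 2237 that did not.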

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

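The tests in this part were chosen only after the results they examine were seen.

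The effect of *zmp-2* differed between the batches in 79 windows by the interaction test, out of 176929 tested. Other splits of the 12 libraries were compared with the real one, each exchanging genotype labels within same-numbered pairs, and 6 of 32 splits gave as many windows, the real split included. The others that gave as many all exchanged 2 or 3 of the 3 pairs of the same batch, which can turn the shared effect of *zmp-2* into a difference between batches. Their highest count was 18389, from the exchange of a whole batch, and 5498 without such an exchange, and no remaining split gave more than 14. A split that exchanged 2 pairs of the other batch gave 3, so such an exchange does not always raise the count. This count of splits therefore does not decide whether the 79 windows arose by grouping. With at least 30 counts per window 0 of 99536 windows were called, and 5047 had an unadjusted p under 0.05, about as many as would be expected without any difference. The fewest windows called under the 3 other scalings was 73, but not all were the same windows. Of the 47 more negative and 32 more positive in batch B, 42 and 21 were called again under TMM, 36 and 22 by total count, 28 and 30 by miRNA windows, and 9 and 3 with DESeq2. The windows may therefore reflect low counts or, in part, the scaling, and a biological difference between the batches cannot be told apart from these.

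Reads of 45S rRNA lie outside the windows compared. Per 21-nt read in miRNA windows, there were 30.4 ± 4.03 of them in *zmp-2 nrpd1-3* against 2.70 ± 0.497 in *zmp-2* of the same batch (SD, n = 3 each), which drew attention because these reads were used to scale the libraries but were not themselves compared. Loss of Pol IV siRNAs by itself is a possible explanation, but the same ratio was 1.25-fold higher in *nrpd1-3* than in WT in batch A. An excess of RNA fragments of every kind is another, but chloroplast reads per miRNA read were 1.15-fold those of *zmp-2*. Neither accounts for the rise. An effect specific to the double mutant could not be told apart from how its 3 libraries were made, which the labels do not describe. The rise feeds into each fold that rests on rRNA scaling in *zmp-2 nrpd1-3*.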

How the results depend on the processing

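The tests of splits, depth and scaling in this part were chosen only after the counts they examine were seen, while the test of unique sequence was set beforehand. Counts are given as hypo-DSRs and hyper-DSRs, and unless a value is said to show it, the cause was not tested.

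Of the values that answer a comparison, 203 stayed within their limits under the alternatives other than leaving out a replicate, 126 moved and 3 reversed. With a replicate left out, 234 stayed, 33 moved and 2 reversed. The limit for a count of DSRs was wide. The 54089 hypo-DSRs of *nrpd1-3* under total-count scaling, against 80407, counted as within it. For shares of 24-nt reads and for abundance the limit was the SD between replicates. For the named loci, which were picked for a small FDR and for not overlapping between genotypes, all 108 values stayed within theirs, and so did all 72 with a replicate left out.

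For the share of 24-nt reads, counting against 21-nt reads alone gave -65.9 points in *nrpd1-3*, -62.3 in *zmp-2 nrpd1-3*, -9.63 in *zmp-2 shh1-1* and the reversed value of -0.137 in *zmp-2* of batch B, and nuclear chromosomes alone gave -53.2 in *nrpd1-3* and -50.2 in *zmp-2 nrpd1-3*. With 1 replicate left out at a time, the difference in *zmp-2* of batch B ranged from -0.305 to 0.652 points, across 0, and that in batch A from -1.65 to -0.859. The ranges were -50.3 to -49.5 for *nrpd1-3*, -2.67 to -1.25 for *zmp-2 ZMP-YFP*, -47.6 to -46.6 for *zmp-2 nrpd1-3* and -7.28 to -5.92 for *zmp-2 shh1-1*.

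Scaling by the total count gave 6781 hyper-DSRs for *zmp-2* in batch A, 3461 in batch B and 10832 over both batches, beside 3692, 1800 and 5936. It gave 1103 hyper-DSRs for *nrpd1-3*, 293 and 252 for *zmp-2 ZMP-YFP* against WT, 37969 and 1236 for *zmp-2 nrpd1-3*, and 18984 and 5592 for *zmp-2 shh1-1*. Scaling by miRNA windows gave 3729 hyper-DSRs for *zmp-2* in batch B, 124 for *nrpd1-3*, 642 for *zmp-2 nrpd1-3* and 586 for *zmp-2 shh1-1*, and hypo-DSRs of 309 for *zmp-2 ZMP-YFP* against WT and 4270 against *zmp-2*. TMM gave 3947 and 1332 for *nrpd1-3*, 269 and 280 for *zmp-2 ZMP-YFP* against WT, 3965 hypo-DSRs against *zmp-2*, 13689 and 1360 for *zmp-2 nrpd1-3*, and 19245 and 5365 for *zmp-2 shh1-1*. DESeq2 gave 2246 hyper-DSRs for *zmp-2* in batch A, 913 and 1903 for *nrpd1-3*, 260 and 268 for *zmp-2 ZMP-YFP* against WT, 1906 hypo-DSRs against *zmp-2*, 35871 and 927 for *zmp-2 nrpd1-3*, and 13826 and 1370 for *zmp-2 shh1-1* (9.02% hyper). For the interaction, 27.8% of calls were more positive in batch B under TMM, 64.1% under miRNA scaling and 65.3% under DESeq2, against 40.5%.

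Without a count filter there were 137071 hypo-DSRs for *nrpd1-3*, 1607 and 520 for *zmp-2 ZMP-YFP* against WT, 169752 hypo-DSRs for *zmp-2 nrpd1-3*, 127 hyper-DSRs for *zmp-2 shh1-1* and 316 windows for the interaction. At 30 counts there were 34837 and 51 for *nrpd1-3*, 21395 hypo-DSRs for *zmp-2 nrpd1-3*, 16331 and 152 for *zmp-2 shh1-1*, and 0 for the interaction (5047 at an unadjusted p under 0.05). With all groups in the fit there were 144714 hypo-DSRs for *nrpd1-3*, 269 hyper-DSRs for *zmp-2 ZMP-YFP* against WT, 128032 hypo-DSRs for *zmp-2 nrpd1-3* and 136 windows for the interaction. The edgeR exact test gave 1235 and 369 for *zmp-2 ZMP-YFP* against WT, and it was not run for the fit over both batches or the interaction.

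For 21 nt in batch A, hyper-DSRs were 1264 under TMM, 1199 by total count, 337 without a filter, 432 at 30 counts and 382 with DESeq2, and hypo-DSRs were 2061 at 30 counts and 1454 with DESeq2. In batch B hyper-DSRs were 473 under TMM, 588 by total count, 633 by miRNA windows, 148 without a filter, 154 at 30 counts and 170 with DESeq2, and hypo-DSRs were 1093 without a filter, 1190 at 30 counts and 681 with DESeq2. For 22 nt in batch A, hyper-DSRs were 2334 under TMM, 2493 by total count, 740 without a filter, 932 at 30 counts and 680 with DESeq2, and hypo-DSRs were 2694 with DESeq2. In batch B hyper-DSRs were 911 under TMM, 909 by total count, 993 by miRNA windows, 276 without a filter and 318 at 30 counts, and hypo-DSRs were 1462 with DESeq2. For 23 nt in batch A, hyper-DSRs were 1704 under TMM, 2164 by total count and 650 with DESeq2, and hypo-DSRs were 2446 with DESeq2. In batch B hyper-DSRs were 898 under TMM, 963 by total count, 1025 by miRNA windows, 337 without a filter and 359 at 30 counts, and hypo-DSRs were 2114 without a filter and 1242 with DESeq2.

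With 1 replicate left out at a time, *zmp-2* gave from 7050 to 8112 hypo-DSRs and from 2289 to 3075 hyper-DSRs in batch A, from 4400 to 5381 and from 1059 to 1758 in batch B, and from 9989 to 11203 and from 4551 to 6029 over both. The ranges were 58740 to 63264 and 70 to 102 for *nrpd1-3*, whose own 2 replicates were kept since 1 would remain, 204 to 577 and 88 to 184 for *zmp-2 ZMP-YFP* against WT, 2855 to 7845 and 3895 to 6341 against *zmp-2*, 38533 to 57088 and 9 to 18 for *zmp-2 nrpd1-3*, 20686 to 29739 and 158 to 420 for *zmp-2 shh1-1*, and 61 to 146 windows for the interaction. Hypo-DSRs of 21, 22 and 23 nt ranged from 2412 to 2877, 4006 to 4552 and 3380 to 4138 in batch A, and from 1290 to 1594, 2664 to 3268 and 2285 to 2960 in batch B. Hyper-DSRs ranged from 446 to 535, 847 to 1150 and 760 to 947 in batch A, and from 186 to 323, 334 to 529 and 354 to 574 in batch B.

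Total-count scaling reversed the log2 ratio of *zmp-2 shh1-1* to *zmp-2*, to 0.51 at hypo-DSRs and 0.16 at hyper-DSRs. It gave -1.39 and 1.93 for *zmp-2* against WT, and -5.88 and -5.10 for *zmp-2 nrpd1-3* against WT. By miRNA windows these were -1.34 and 1.98, and -8.42 and -7.64, and *zmp-2 ZMP-YFP* against *zmp-2* was 1.67 at hypo-DSRs. The median over windows gave -5.73 and -2.59 for *zmp-2 nrpd1-3* and 1.60 for *zmp-2 ZMP-YFP* at hypo-DSRs. With 1 replicate left out, the ratios at hypo-DSRs ranged from -1.84 to -1.57 for *zmp-2*, -12.66 to -12.12 for *zmp-2 nrpd1-3*, -0.80 to -0.30 for *zmp-2 shh1-1* and 1.39 to 1.51 for *zmp-2 ZMP-YFP*, and at hyper-DSRs from 1.47 to 1.75, -11.97 to -11.33, -1.12 to -0.70 and -2.03 to -1.56.

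At an FDR of at most 0.01, 100% of hypo-DSRs and 47.9% of hyper-DSRs overlapped *nrpd1* hypo-DSRs, and within 1 window 55.4% of hyper-DSRs did. At that FDR 48.6% of hypo-DSRs were pericentromeric and 66.7% intergenic, and 35.6% of hyper-DSRs were pericentromeric, 19.5% in coding genes and 55.4% intergenic. Among batch B calls 47.7% of hypo-DSRs were pericentromeric, 11.8% in coding genes and 67.7% intergenic, and 58.5% of hyper-DSRs were intergenic. The looser pericentromeric limit gave 67.9% and 50.3%.

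With the replicate number as a block, *zmp-2* had 9153 and 4108 DSRs in batch A, 6424 and 1817 in batch B, and 10781 and 5135 over both, *nrpd1-3* had 23 hyper-DSRs, *zmp-2 nrpd1-3* had 6 hyper-DSRs, and the interaction had 328 windows. Same-numbered libraries are different plants, and the correlation of their deviations lay between -0.013 and 0.027, so the numbers do not pair them. The exact sign-flip permutation test for abundance gave p = 0.25, the smallest that 3 pairs can give.

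Other splits that part each same-numbered pair were fitted for every comparison of 3 libraries with 3. The real split alone gave as many calls, 1 of 4. The rule that each pair is parted leaves only 4 splits, although the numbers do not pair the libraries, and the share then cannot fall below 0.25, so this test by itself says little about a grouping by chance. The other splits gave at most 1 hypo-DSR and 4 hyper-DSRs. Over both batches 1 of 32 splits, the real one, gave as many, and the highest other counts were 2902 hypo-DSRs and 1019 hyper-DSRs, which counts against a grouping by chance for *zmp-2* over both batches.

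Depth limits what could be called. After each library was thinned to the smallest 24-nt total in its comparison, *zmp-2* had 8175 hypo-DSRs and 3216 hyper-DSRs in batch A, and 5224 and 1281 in batch B. Of the windows called at full depth, 7773 of 9021 and 2852 of 3692 were called again in batch A, and 4855 of 6059 and 1119 of 1800 in batch B. Unequal depth thus does not account for most of the calls, but whether the rest were lost to fewer reads or to equal depth was not tested. Of the hypo-DSRs called under rRNA scaling, at least 7220 in batch A (80.0%) and 4728 in batch B (78.0%) were called again under each of the 3 other scalings, and 6622 and 4048 with DESeq2, whose test differs as well. For hyper-DSRs these were 3687 (99.9%) and 1792 (99.6%), but each of those scalings moves windows upward, so this could hardly have come out otherwise and their number remains open to the choice of scaling. With DESeq2, 2166 and 1159 of the hyper-DSRs were called again. Of hypo-DSRs, 68.3% in batch A and 70.7% in batch B lay in uniquely mappable windows, above the 46.0% and 47.2% of matched draws. Of hyper-DSRs, 46.2% and 42.6% did, against 42.9% (0 of 10000 draws as high) and 43.3% (7386 of 10000 draws as high), and at an FDR of at most 0.01 in batch A 50.3% did, against 44.7% (0 of 10000 draws as high). An excess of hyper-DSRs in repeats was thus not seen, while sharing of reads at those that are not uniquely mappable is not excluded. The *zmp-2 nrpd1-3* libraries held 0.0741 M 24-nt reads ± 0.00490 (SD, n = 3), so folds against them rest on few reads.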

Other observations

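The tests of the 23-nt ratio and of the transgenic line's *ZMP* reads were chosen only after those results were seen. The list of 7 words and the tests of position were fixed before they were run, and the follow-up tests of F-box and pectin genes were written once their excess was seen.

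The hyper-DSRs that overlapped *nrpd1* hypo-DSRs numbered 1489. That is higher than the value quoted from the study above. The totals differ too, with more hyper-DSRs and fewer *nrpd1* hypo-DSRs here than the study gave. The study's methods also describe more *nrpd1-3* replicates than were available here. The 2 counts thus rest on unlike sets, and the cause of the difference was not tested.

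Levels cannot be compared across batches. WT of batch B against WT of batch A gave 47287 hypo-DSRs and 377 hyper-DSRs under rRNA scaling, with a median log2 fold change of -1.44, and 1044 and 1178 under total-count scaling, with a median of -0.18.

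Replicate 1 of *zmp-2 ZMP-YFP* held 4793, 1182, 275 and 793 reads of 21, 22, 23 and 24 nt over *ZMP*, against 25, 9, 4 and 9 in replicate 2 and 4, 1, 0 and 5 in replicate 3. A weaker action of the transgene in this library is a possible explanation or result of these reads. Abundance at the batch B hypo-DSRs was 336 RPMR in it, between the 319 and 374 of the other replicates, which does not set it apart. At the batch A hyper-DSRs it had 61.4 RPMR, against 41.8 and 35.1 in the other replicates, the nearest of the 3 to the *zmp-2* libraries at 124 to 152, as weaker action would give. This set was called with those *zmp-2* libraries, so their level in it is not an independent measure. The values at hypo-DSRs and hyper-DSRs thus point different ways. Without replicate 1, 7845 windows were lower and 6341 higher than in *zmp-2*. Without replicate 2 these were 2855 and 3895, and without replicate 3 they were 3740 and 5107. The log2 counts of replicate 1 correlated at 0.8645 and 0.822 with replicates 2 and 3, which correlated at 0.920 with each other. These values set replicate 1 apart but do not show why. Weaker action is neither shown nor excluded. No other explanation was tested.

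Of the 5097 windows that were hypo-DSRs in both batches, 304 were still hypo-DSRs in *zmp-2 ZMP-YFP* against WT, 3870 were called higher than in *zmp-2*, and 923 were neither. Among the 304, all *zmp-2 ZMP-YFP* libraries held at most 3 counts in 135. Of 1139 hyper-DSRs of both batches, 89 were still called, 888 were called lower than in *zmp-2*, and 162 were neither. A line difference linked to the *ZMP* gene could leave such windows near it. Within 2 Mb of *ZMP* lay 1.97% of the 304, against 0.103% of the 3870, and 0% of the 89, against 0.450% of the 888. Linkage may thus account for some of the hypo-DSRs that stayed but not for most, and whether the 2 shares differ was not tested. Other inherited differences between the lines were not tested, so a lasting change of siRNA loci is a hypothesis that cannot be told apart from them.

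Spread from neighbouring Pol IV-dependent windows might produce the hyper-DSRs that are not *nrpd1* hypo-DSRs. Within 500 bp of an *nrpd1* hypo-DSR lay 59.0% of them in batch A and 57.3% in batch B, against 78.3% and 79.8% in matched draws, and 10000 of 10000 draws were as high in either batch. This does not decide the matter. Of the 3692 batch A hyper-DSRs only 1494 had enough reads to be tested in the *nrpd1-3* comparison, so most of this set is defined by few reads in WT, while the draws were matched on a mean abundance that includes *zmp-2* reads. Drawn windows may thus have more reads in WT, and more neighbours that could be tested, for that reason alone, and spread is neither shown nor excluded.

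In *zmp-2 shh1-1*, 23-nt reads per 24-nt read were 0.154 ± 0.00560 against 0.220 ± 0.0167 in *zmp-2* (SD, n = 3 each; exact two-sided permutation test, p = 0.1, the smallest possible), a ratio of 0.700. A few windows that take most of the reads could do this, but without the top 1% of windows the ratio was 0.610. Other technical explanations were not tested, so a change in how siRNAs are cut stays a hypothesis.

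Genes with a hyper-DSR numbered 398 of 2858 tested in batch A and 196 of 2275 in batch B, 156 of them in both. Their annotations were searched for 7 words by Fisher's exact test, with Benjamini-Hochberg adjustment over 14 tests. An excess of defensin genes was not found (10 genes, 2.51% against 1.54% of tested genes, adjusted p = 0.238 in batch A, and 6 genes, 3.06% against 1.45%, 0.137 in batch B). Disease resistance passed in batch B alone (7 genes, 3.57% against 1.41%, adjusted p = 0.0464, against 6 genes, 1.51% against 1.29%, 0.769 in batch A), and the difference between batches was not tested. Cysteine-rich (adjusted p = 0.324 and 0.307), ribosomal protein (0.769 in either batch) and kinase (0.894 and 0.769) did not pass.

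F-box genes made up 29 of the genes with a hyper-DSR in batch A (7.29% against 4.62% of tested genes, adjusted p = 0.0335) and 21 in batch B (10.7% against 4.92%, 0.00193). More tested windows per gene might explain an excess, but in draws matched on that number 70 of 10000 in batch A and 1 of 10000 in batch B had as many. Reads shared within the family might too, but 79.5% and 70.0% of these hyper-DSRs were in uniquely mappable windows. Pectin genes made up 18 (4.52% against 1.82%, adjusted p = 8.3e-04) and 13 (6.63% against 1.98%, 8.3e-04), with 1 of 10000 matched draws as high in either batch. Here 54.1% of the hyper-DSRs in batch A were uniquely mappable, and exactly 50.0% in batch B, and that an exact tie decides neither way was settled after this value was seen. An excess of F-box genes is a hypothesis found and tested on the same data, and that of pectin genes cannot be told apart from reads shared within the family.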
